A study of Mus musculus with 11 samples. Its data were reported in "Single-cell and spatial transcriptomics identify a macrophage population associated with skeletal muscle fibrosis" (2023).

How the data were processed

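The spatial data came from fresh-frozen mouse gastrocnemius sections placed on 10x Genomics Visium slides, on which poly(A) RNA is captured at barcoded spots, each read carries a unique molecular identifier (UMI), and the position of every spot is known. A spot covers a small area that can hold several cells of different types, or part of a muscle fiber, so spot values were treated as values of regions and not of cells. The deposited matrices hold UMI counts per gene and spot, as whole numbers with no normalization. Per the paper's methods, the authors aligned reads to the mouse genome with the Space Ranger pipeline and the Ensembl annotation. The submitters' processing notes name Space Ranger 1.3.0 and the genome build mm10, and the methods state another release of the same software. The authors' other deposited files were the spot positions and the scale factors of each image, which were used here only to recognize sets of sections imaged alike.

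Groups followed the sample labels. Matrices were read for 2 WT sections (WT 2 and WT 3), 5 D2-mdx sections (numbered 1 to 5) and 1 section each from days 1, 3 and 5 after cardiotoxin injury. WT 1 was not analysed here beyond its 1493 spot positions. D2-mdx is the mdx dystrophin mutation on the DBA/2J background, and cardiotoxin is a snake venom toxin that lyses muscle fibers. The labels number the sections of a group but do not tie them to separate animals, so p-values rest on variation between sections, which may be partly technical. The mdx mutation lies outside the 3' end that these libraries tag, so Dmd counts do not show the mutation, and the level of Dmd alone settles no label. Image scale factors divided the sections into set 1 (WT 1, WT 2, D2-mdx 1 and D2-mdx 2), set 2 (WT 3 and D2-mdx 3, 4 and 5) and set 3 (the injured sections). Sets 1 and 2 therefore held both genotypes, whereas set 3 held all injured sections and no other group.

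All 31053 features of the matrices were read, and 71 of them share a symbol with another feature and were kept apart by identifier. Gene positions were taken from GENCODE on GRCm38, in which 30934 features had an entry. Symbols are those of the files, and transcripts of near-identical genes, such as the class II, hemoglobin and lysozyme genes, may be divided between copies in ways the counting cannot resolve. Only spots over tissue were used. Total counts ranged from 12026312 UMIs in D2-mdx 3 to 40613827 UMIs at injury day 5, and median counts per spot from 7238.5 UMIs at day 1 to 23628.5 UMIs in D2-mdx 1. Intervals and upper limits cover counting error only. Intervals are exact (Clopper-Pearson for shares, Poisson for counts) at a confidence level of 95%, and the upper limit for a count of 0 rests on 3 counts.

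Spots with at least 3 Lgals3 UMIs were called gal-3hi and spots with at most 1 gal-3lo, which are the classes the study defined. Spots with 2 UMIs were left out. Because the chance of reaching 3 UMIs grows with depth, shares of gal-3hi spots were computed after every spot had been thinned at random to 2000 UMIs, and shallower spots were left out of that step. gal-3lo spots were called adjacent when they touched a gal-3hi spot, and distant when they lay at least 3 spot steps from any gal-3hi spot.

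Spots are not replicates. UMIs were summed per section and spot class, or over the whole section, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter of filterByExpr, and Benjamini-Hochberg adjustment over the genes tested. Genes with an adjusted p below 0.05 were called. edgeR estimates the dispersion of a gene partly from other genes, so a gene whose sections vary widely can still have a small p. The SE beside an edgeR fold change is its size over the square root of the F statistic. It is not a standard error computed from the values of the sections. A second count used the thresholds stated in the study, an adjusted p below 0.01 and a fold of at least 1.5. The gal-3hi and gal-3lo classes, and the adjacent and distant classes, were compared within sections with the section as a block. D2-mdx and WT sections were compared without covariates. Lgals3 defines the spot classes and was left out of every comparison between them. CPM printed beside a fold change are TMM-normalized unless library totals are named, and CPM printed for single sections are UMIs of that section scaled to a total of 1e6. DESeq2 1.42.0, DESeq2 size factors, library totals, no gene filter, a minimum of 500 UMIs per spot, removal of mitochondrial transcripts, other spot classes, classes set after thinning, depth-matched gal-3lo spots, an image-set covariate, the replicate number as a block and the omission of each section in turn were run as alternatives. Mean CPM over spots was tested with limma 3.58.1 as a further alternative. The depth-matched class held few gal-3lo spots, with 5, 10, 55, 190 and 25 in D2-mdx 1 to 5.

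Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, and were adjusted over the lists. The lists cover macrophage states, other cell types, matrix, fiber and metabolic genes. The macrophage-state lists rest on genes the study named from sorted macrophages of other mice and on general knowledge, and the rest rest on general knowledge. For injured sections, with 1 section per day, no test was made. Each gene was given as CPM with an interval and as a ratio to the mean of the WT sections, and each list median, on log2 of CPM plus 1, as its percentile among 10000 random lists of equal size matched on expression. Spearman correlations between Lgals3 and other genes were computed across spots within a section, in the same spot and with the mean of the touching spots, and the D2-mdx values were compared with 0 by an exact two-sided sign-flip test over sections. Shares of gal-3hi spots were compared by an exact two-sided permutation test, which doubles the share of splits at least as extreme in the observed direction.

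Genes are named by a rule. It takes a fixed set of dystrophin, macrophage, matrix, growth factor, receptor and myosin genes, the 10 largest rises and 5 largest falls among called genes of each comparison with at least 20 CPM in the higher group and a uniform direction over sections, up to 4 members with the smallest p of each list described, and the 8 largest and 4 smallest ratios of each injured section among genes with at least 100 CPM. The text names only some of these genes, and 1 further gene was withheld and is not reported here. The spot classes, tests, lists, this rule and most alternatives were fixed before the data were examined, and 4 alternatives were added afterwards and are named as such in the part on how the results depend on the processing.

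Replicate sections of a group differed by more than counting error (chi-square per degree of freedom 9.30 to 21.8), and no matrix was identical to another, which does not show whether they come from separate animals. The spot-distance step was tested on a small artificial array and the thinning step on simulated counts with set means. The gene tests were tested on data simulated from the real means and library sizes. In the simulated gal-3hi versus gal-3lo comparison, 86.5% of genes changed 2-fold and 95.9% of genes changed 4-fold were called among 12222 genes tested. The figures were 70.1% and 96.9% for D2-mdx versus WT whole sections (13722 genes), 4.94% and 57.3% for adjacent versus distant spots (5219 genes), and 35.6% and 94.3% for distant spots of D2-mdx versus WT (2035 genes). False calls made up 8.29%, 5.78%, 0% and 2.54% of the calls in these simulations, in the order given. The simulated counts used the dispersions that edgeR had estimated, and few genes were changed, evenly up and down. The simulations therefore test neither those dispersions nor the scaling, and their shares of false calls are not error rates of the real comparisons. Spot-level steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.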

Results

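Spatial transcriptomes were collected from mouse gastrocnemius with 10x Genomics Visium, in which RNA is captured at barcoded spots whose place in the section is known. The D2-mdx mouse carries the mdx dystrophin mutation on the DBA/2J background and served as the model of muscular dystrophy. DBA/2J mice served as the wild type (WT). Per the paper, the D2-mdx mice were young males, and its macrophage and stromal interactions were examined at acute stages of the disease. UMI counts were read for 5 D2-mdx sections, 2 WT sections (WT 2 and WT 3), and 1 section each from days 1, 3 and 5 after cardiotoxin, a venom toxin that lyses fibers and starts regeneration. The strain of the injured mice is not given in the labels. Total counts were 28064737 UMIs over 1438 spots in WT 2 and 25024633 over 1497 spots in WT 3. For D2-mdx 1 to 5 they were 25582665 over 1064 spots, 21902652 over 959, 12026312 over 826, 16420331 over 1155 and 18477026 over 1136. The injured sections held 20783518 UMIs over 2516 spots at day 1, 27834645 over 1854 at day 3 and 40613827 over 2285 at day 5. Replicates are sections that the labels number without tying them to separate animals, so p-values below do not measure variation between known animals. The edgeR p-values also draw on dispersion shared between genes, and not on the spread of each gene over sections alone. Dmd is tagged outside the mutated part, so its counts do not show the mutation, and its level alone does not settle the genotype labels. It reached 36.8 and 26.8 CPM in WT 2 and WT 3 and was lower in every D2-mdx section (7.23 to 14.6 CPM).

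The first question was where the transcript of galectin-3, a lectin made by macrophages in damaged tissue, was found. Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160 on GRCm38) averaged 610 CPM in D2-mdx (SD 118, n = 5) and 7.89 CPM in WT (SD 0.366, n = 2). With every spot thinned to 2000 UMIs, 13.5% ± 2.79 of D2-mdx spots were gal-3hi, that is, held at least 3 Lgals3 UMIs (SD, n = 5, range 10.8 to 18.0%). None of 1430 WT 2 spots and none of 1487 WT 3 spots were, which allows shares of up to 0.210% and 0.202%. The share was 14.4% at injury day 1 (exact 95% interval 12.9 to 15.97%), 25.9% at day 3 (23.9 to 27.9%) and 20.6% at day 5 (18.96 to 22.3%). The exact two-sided permutation test of D2-mdx against WT gave p = 0.0952. This is the smallest value that groups of 5 and 2 allow when the share of the 21 splits in the observed direction is doubled, as here. The difference was 13.5 percentage points within each of the image-scale sets that hold both genotypes. Spots too shallow to thin numbered 8 and 10 in WT, 41 in D2-mdx, and 491, 26 and 14 at days 1, 3 and 5. Without thinning the D2-mdx share was 69.1% ± 15.7 and the WT share 0.238%, with 29.5, 53.3 and 76.5% at days 1, 3 and 5. The order of the days and of D2-mdx among them therefore depends on the thinning, and with 1000 UMIs day 5 (6.10%) lay below the D2-mdx mean (6.88%).

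**Figure D1:**
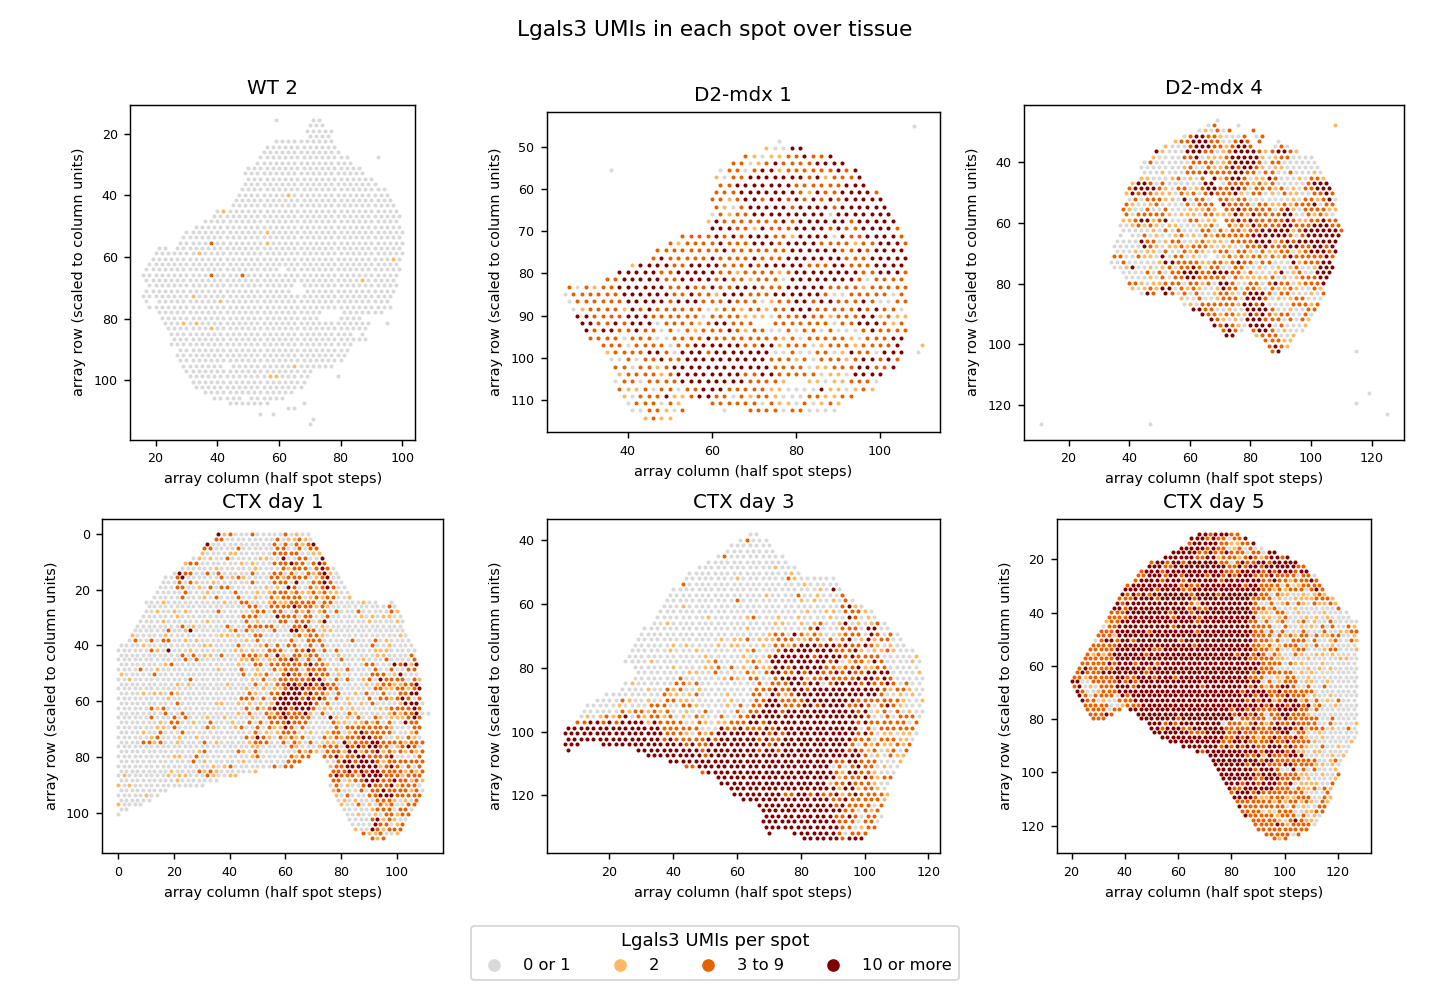
Lgals3 UMIs per spot in WT 2, D2-mdx 1, D2-mdx 4 and the sections from days 1, 3 and 5 after cardiotoxin, plotted by array column (touching spots of a row are 2 columns apart) and scaled array row, with color giving 0 or 1, 2, 3 to 9, and 10 or more UMIs before thinning. Spots with at least 3 UMIs filled much of the D2-mdx and injured sections and were rare in WT 2.

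**Figure D2:**
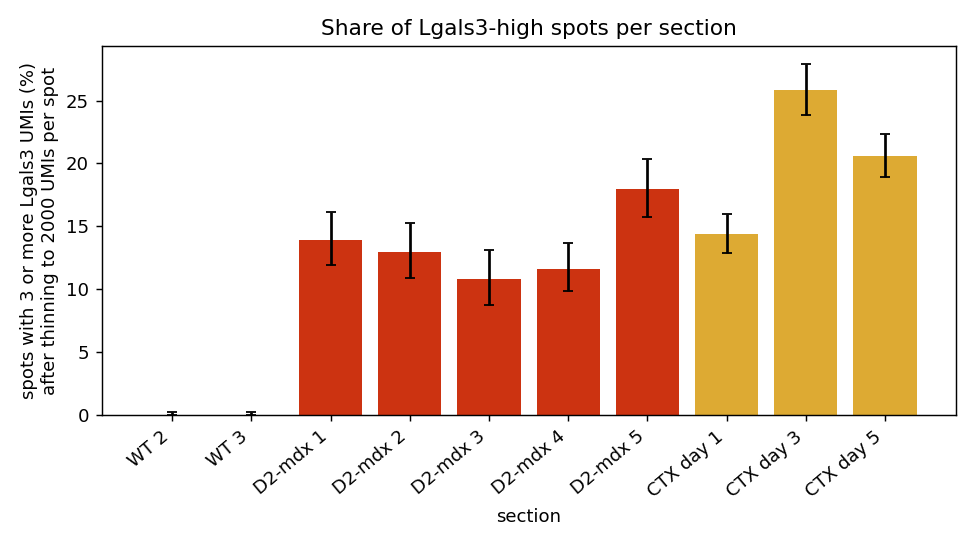
Percent of spots with at least 3 Lgals3 UMIs after thinning to 2000 UMIs, per section; bars start at 0 and error bars are exact 95% intervals for counting error. The D2-mdx sections lie between 10.8 and 18.0%, and the WT sections at 0.

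Next, gal-3hi spots were compared with gal-3lo spots (0 or 1 Lgals3 UMIs) within D2-mdx sections, to describe the lesion environment around galectin-3. Of 5140 spots, 3578 were gal-3hi, 944 were gal-3lo and 618 held 2 UMIs. gal-3hi spots held more macrophage and lysosomal transcripts. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), which encodes osteopontin, rose by a log2 fold change of 2.53 ± 0.14 (SE, n = 5 sections, adjusted p = 6.5e-12), from 289 to 1603 CPM. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), the macrophage elastase, rose by 2.71 ± 0.12 from 23.5 to 150 CPM (adjusted p = 3.1e-13). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), a glycoprotein of lipid-laden macrophages, rose by 2.76 ± 0.16, the lipid receptor Trem2 by 1.94 ± 0.11 and the fatty acid carrier Fabp5 by 1.74 ± 0.09. Among the largest rises were the metalloprotease Adam8 (3.10), the proton pump subunit Atp6v0d2 (3.06), the lectin Clec4d (2.97), the integrin Itgax (2.91) and the interleukin-1 antagonist Il1rn (2.72), together with Bcl2a1b (3.05) and Lyz1 (2.84), whose reads may be shared with near-identical copies. Folr2, a marker of resident macrophages, was not called (0.03 ± 0.12, adjusted p = 0.866), but was called higher with depth-matched spots (0.66).

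All 10 gal-3+ macrophage genes tested were called higher (10 adjusted over the list alone, median log2 change 1.84, camera adjusted p = 1.7e-20), as were all 13 pan-macrophage genes (13, median 1.29) and 16 of 19 lysosome and phagocytosis genes (16, median 0.95), and these lists held with an estimated correlation (adjusted p = 0.0220, 0.0338 and 0.0220). The camera calls use the preset correlation of 0.01, and 6 of 21 lists called held with an estimated one. With classes set after thinning none did, the smallest adjusted p being 0.126. The thinned gal-3lo class held 3857 spots, although only 944 held at most 1 Lgals3 UMI before thinning and 618 held 2. Most of its spots were therefore gal-3hi before thinning, so thinned classes make a different contrast and are not a correction for depth. All 8 genes of the MHC class II list, which also holds the integrin Itgax, rose (8, median 1.10; adjusted p = 0.0827 with an estimated correlation), among them Cd74 (1.14) and H2-Aa (1.05). Of 17 chemokine genes, 11 were higher and 3 lower (11 and 3 over the list alone), among them Ccl2 (2.07) and Ccl9 (1.84), with an adjusted p of 0.0706 with an estimated correlation. The calcification and osteoclast list had 6 of 9 genes higher, but its risers Ctsk, Acp5 and Atp6v0d2 are also lysosomal genes of macrophages. The matrix protease and inhibitor list, which holds both kinds of gene, had 10 higher and 2 lower of 13 (10 and 2 over the list alone, median 0.54; adjusted p = 0.161 with an estimated correlation). Of 8 resident macrophage genes 1 was higher (median 0.15, camera adjusted p = 0.261), but 5 were with depth-matched spots (median 0.76) and 4 by library totals (0.37).

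Several matrix genes were also higher. The matrix glycoproteins Fn1 and Postn rose by 1.01 ± 0.09 and 0.77 ± 0.08, and the osteopontin receptor Cd44 by 1.65 ± 0.11. The growth factor Tgfb1 rose by 1.04 ± 0.14 and its receptor Tgfbr1 by 0.77 ± 0.13. Of 23 fibrillar matrix genes, 15 were called higher (20 adjusted over the list alone, median 0.29, camera adjusted p = 1.5e-08; adjusted p = 0.102 with an estimated correlation). The collagen genes Col1a1 (0.28 ± 0.09, adjusted p = 0.0236) and Col1a2 (0.27 ± 0.09, adjusted p = 0.0225) were higher in 3 of 5 sections, and their calls were lost without D2-mdx 1 (0.16 and 0.18), D2-mdx 4 (0.22 and 0.20) or D2-mdx 5 (0.27 and 0.24). Other stromal lists did not rise as a whole by TMM. Of 13 genes of fibro-adipogenic progenitors 1 was higher and 5 lower (1 and 5 over the list alone, median -0.18; adjusted p = 0.636 with an estimated correlation), but 4 were higher and 0 lower by edgeR on library totals (median 0.05) and 3 higher and 1 lower with depth-matched spots (0.07). Of 12 basement membrane genes 4 were lower (5 over the list alone, median -0.15; adjusted p = 0.316 with an estimated correlation), and 10 with thinned classes (-0.34), against 1 higher by library totals (0.08). Pdgfra, a marker of fibro-adipogenic progenitors, was not called (0.23 ± 0.11, adjusted p = 0.116), although it was called without D2-mdx 2 (0.30), by library totals (0.46), with thinned classes (0.46) and with depth-matched spots (0.57).

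Genes of fast fibers and nerve were lower, whereas of 10 slow fiber genes only 1 was called lower (median -0.30), and 0 by library totals (-0.08). Among 19 fast fiber genes, 18 fell (19 over the list alone, median -0.55, camera adjusted p = 5.8e-20; adjusted p = 0.102 with an estimated correlation), including the creatine kinase Ckm (-0.57) and the myosin Myh4 (-0.59 ± 0.08). All 20 oxidative phosphorylation genes fell (20, median -0.44; adjusted p = 0.204 with an estimated correlation). Dmd fell by 0.67 on the log2 scale and its homolog Utrn by 0.49. Neither was called with depth-matched spots (-0.46 and -0.02), and Utrn was not called by library totals (-0.26). All 7 Schwann cell markers fell (7, median -2.27, adjusted p = 0.0338 with an estimated correlation), including Mal at -2.98 and Mbp at -2.27. The median of this list was -0.93 with thinned classes and -1.24 with depth-matched spots, where 5 were called. Embryonic myosin Myh3 was higher (0.90 ± 0.10), and 11 of 14 regenerating fiber genes were called higher (12 over the list alone, median 0.72). With classes set after thinning, whose low class was mostly gal-3hi before thinning, Myh3 was -0.25 and the list median -0.00. Endothelial (median -0.31, 7 of 9 called lower) and mural (-0.27, 4 of 7) markers were lower by TMM but near 0 by library totals (-0.07 and -0.04). By library totals 1 endothelial gene was called lower, and 2 mural genes were called higher and 2 lower. The size of the fall therefore rests on the scaling, although both medians stayed below 0.

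In all, edgeR called 1932 genes higher and 1699 lower of 12416 tested, and 982 and 279 at the study's thresholds. Library totals moved the median of all genes from 0.01 to 0.25 and gave 4112 and 595. gal-3hi spots were the deeper class in all 5 sections, for example with medians of 24512 and 11073.5 UMIs in D2-mdx 2. With gal-3lo spots matched in depth, 1498 and 1036 genes were called, 2184 of them among the 3631 above.

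**Figure D3:**
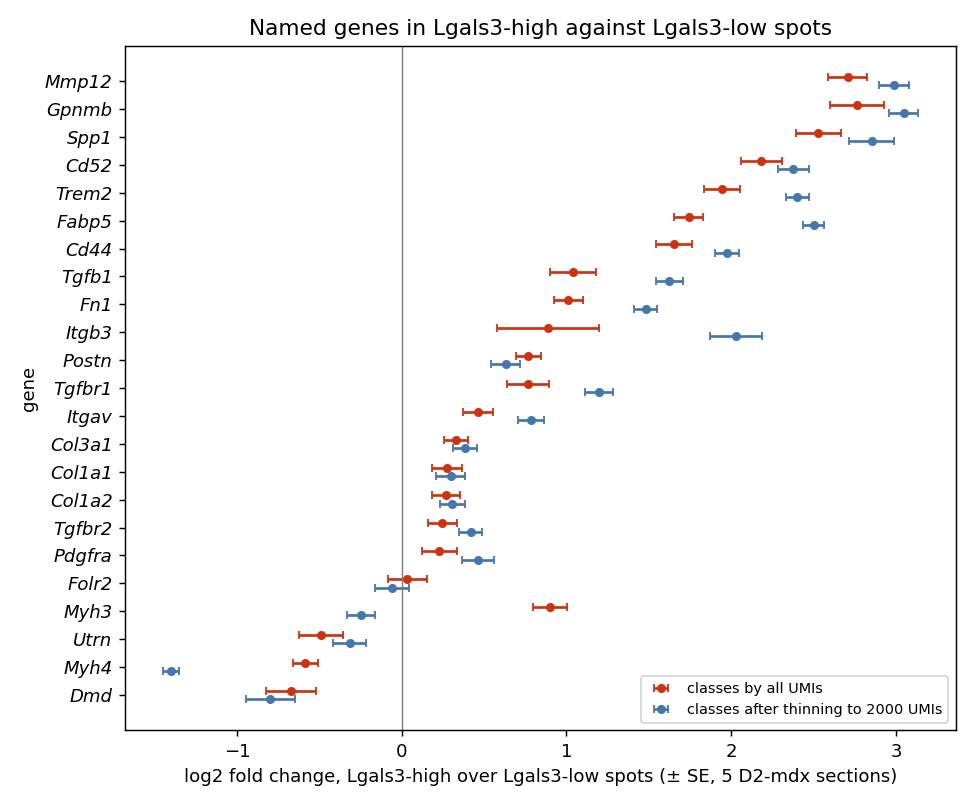
Log2 fold change of gal-3hi over gal-3lo spots in D2-mdx for 23 genes, as estimate ± SE (n = 5 sections), with classes from all UMIs and from UMIs thinned to 2000. Spp1, Mmp12 and Gpnmb are among the highest (2.53, 2.71 and 2.76 with all UMIs), and Myh3 changes sign between the settings (0.90 and -0.25).

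**Figure D4:**
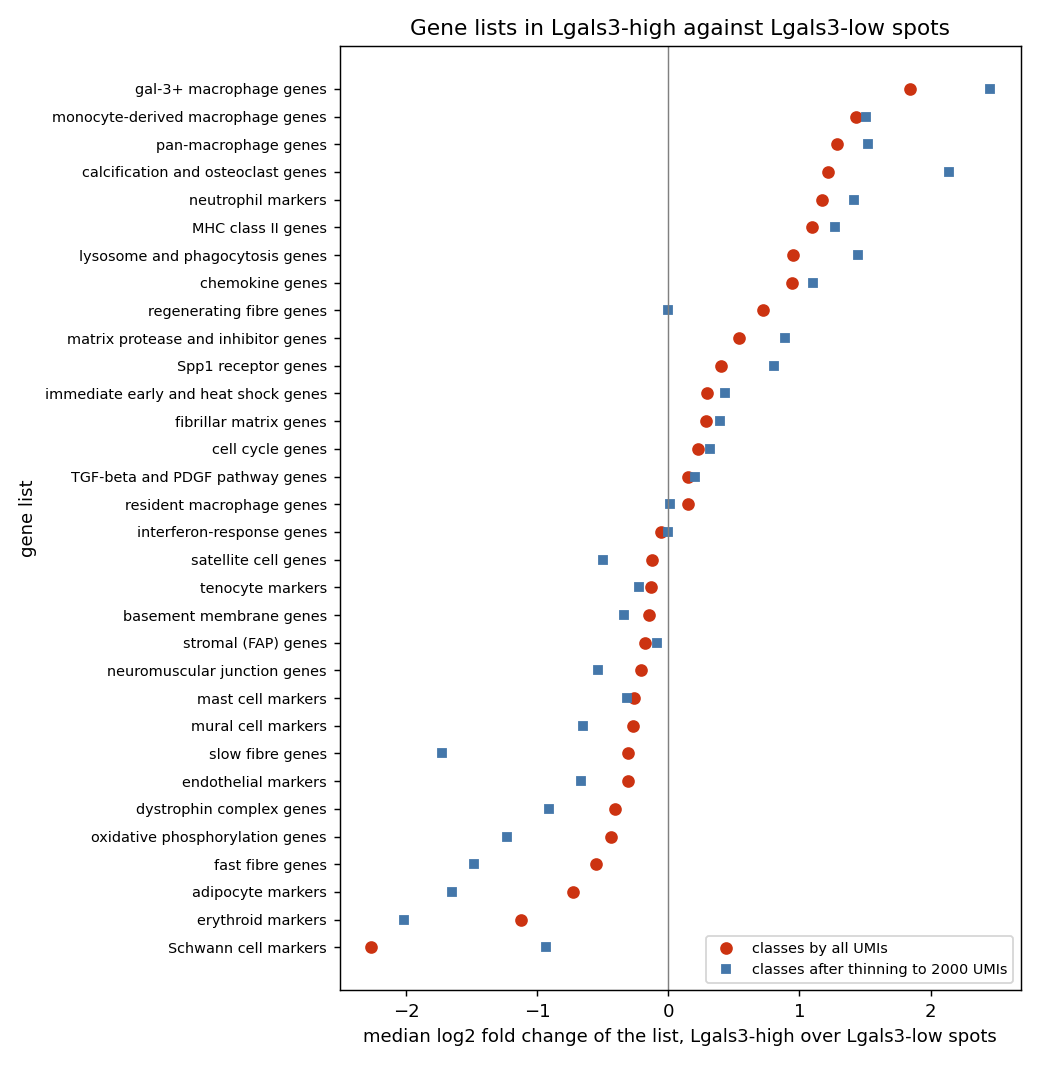
Median log2 fold change of gal-3hi over gal-3lo spots for each gene list, with classes from all UMIs and from thinned UMIs. With all UMIs the median is 1.84 for gal-3+ macrophage genes, 0.15 for resident macrophage genes and -2.27 for Schwann cell markers.

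To ask how far the lesion profile reached, gal-3lo spots touching a gal-3hi spot were compared with gal-3lo spots at least 3 steps away. Only 42 distant spots existed, 2 in D2-mdx 1, 23 in D2-mdx 3 and 17 in D2-mdx 4. The test therefore rested on 3 sections and called 13 genes higher and 3 lower of 6069, and 389 had an unadjusted p under 0.05. The embryonic myosin Myh3 (2.36, adjusted p = 0.0240), the myelin gene Mbp (2.95) and elastin, Eln (2.47), were higher next to gal-3hi spots. Spp1 was not called (0.86 ± 0.44, adjusted p = 0.775). edgeR called no gene without D2-mdx 3 (254 at an unadjusted p under 0.05) or without D2-mdx 4 (223), none by library totals (573), and DESeq2 called 3 higher and 0 lower.

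With classes set after thinning, all 5 sections kept distant spots, and 1096 genes were higher and 1034 lower of 12060. There Mmp12 was 1.5 ± 0.08 higher in adjacent spots, Spp1 1.27 ± 0.13, Gpnmb 1.26 ± 0.15, Fn1 0.66, and Col1a1 0.36, whereas Myh4 was lower (-0.33). All 10 gal-3+ macrophage genes (median 0.92) and 18 of 23 fibrillar matrix genes (21 over the list alone, median 0.34) were called higher, and all 20 oxidative phosphorylation genes lower (median -0.36). Mbp (-0.51), Eln (-0.11), Fn1 and Myh4 took the opposite sign from the unthinned classes, as did the median of the oxidative phosphorylation list (0.46 unthinned, with no gene called by edgeR). A thinned gal-3lo spot can hold more Lgals3 than an unthinned one, and most of the 3857 thinned gal-3lo spots were gal-3hi before thinning. These values therefore describe a broader class and do not show how far the profile reaches beyond gal-3hi spots.

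Whole D2-mdx and WT sections were then compared to place lesion genes against healthy muscle. D2-mdx sections held more macrophage, matrix and regenerating fiber transcripts. Spp1 rose by 6.91 ± 0.37 on the log2 scale, from 9.43 CPM to 1140 CPM (SD 345, n = 5), Lgals3 by 6.27 ± 0.24, Mmp12 by 9.28 ± 0.54 (107 against 0.150 CPM, with 6 WT UMIs), Trem2 by 6.28 and Postn by 4.69 ± 0.21. For the next 3 genes CPM and ratios are by library totals, a scale on which the median gene is 0.84 higher in D2-mdx. On it Gpnmb had 0 UMIs in WT and 28.1 CPM in D2-mdx (SD 10.5), at least 497-fold higher against 3 counts over both WT sections. Itgax, with 2 WT UMIs, was 1912-fold higher (exact 95% interval 529 to 15788), and Atp6v0d2, with 3, was 1459-fold higher (499 to 7075). Collagen genes rose less, with Col3a1 at 1.66 ± 0.24 and Col1a1 at 1.10 ± 0.15. Myh3 rose by 5.34 ± 0.47 and the proliferation gene Mki67 by 3.50. Dmd fell by 2.35 on the log2 scale (SE 0.20; 9.06 against 46.8 CPM). Utrn was not called by TMM (-0.09 ± 0.15, adjusted p = 0.620) and was higher by library totals (0.69) and mean CPM over spots (0.68).

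The gal-3+ macrophage list was called in full (11 of 11, 11 adjusted over the list alone, median 4.61, also with Gpnmb at its lower bound), as were 13 of 13 pan-macrophage genes (median 3.50), 23 of 23 fibrillar matrix genes (median 1.55) and 8 of 8 genes of the MHC class II list, Itgax included (median 2.89). All 20 oxidative phosphorylation genes fell (median -1.14, and -0.35 by library totals with 18 called), including Cox7a1 (-1.71) and Ndufa4 (-1.42). The 19 fast fiber genes also fell by TMM (median -0.87) but lay near 0 by library totals (-0.08, 9 called lower). With an estimated correlation no list held by camera, the smallest adjusted p being 0.278, whereas fry called 30. edgeR called 4261 genes higher and 3770 lower of 14153. By library totals the median of all genes moved from 0.05 to 0.84 and the counts to 10266 and 565, so a direction of a small change is relative to the TMM scale. Compared separately, which was decided after the data were seen, the 2 image-scale sets gave Lgals3 differences of 6.84 and 6.82 and Spp1 differences of 7.25 and 7.75, on the scale of library totals.

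Comparing gal-3lo spots at least 3 steps from gal-3hi spots between genotypes asked what differed outside lesions. The same 42 D2-mdx spots entered. Genes called higher included the complement gene C4b at 3.20, the apolipoprotein Apoe at 2.80 ± 0.35 and Lyz2 (near-identical to Lyz1) at 2.78 ± 0.26. Postn (3.92 ± 0.26) and Fn1 (2.61 ± 0.26) were called too, but the groups overlapped, with D2-mdx means of 187 CPM (SD 173, n = 3) and 423 CPM (SD 420, n = 3). Of 18 fibrillar matrix genes 16 were higher (18 over the list alone, median 1.59; adjusted p = 0.183 with an estimated correlation), but the groups overlapped for all 18 except Col1a2 and Loxl2. Tenocyte markers rose by as much (5 of 5, 5 over the list alone, median 1.63; adjusted p = 0.176 with an estimated correlation), with overlapping groups for each, and 9 of 10 slow fiber genes (9 over the list alone, median -1.76; adjusted p = 0.335 with an estimated correlation) and 3 of 3 Schwann cell markers (3 over the list alone; adjusted p = 0.335) were lower. With thinned classes 23 of 23 fibrillar matrix genes were called higher by edgeR (median 1.22), but only 1 of 7 tenocyte, 4 of 10 slow fiber and 0 of 7 Schwann genes were called. With the image set as a covariate, calls remained for 13 of 18 fibrillar matrix, 3 of 5 tenocyte, 3 of 10 slow fiber and 2 of 3 Schwann genes. In all, 213 genes were higher and 71 lower of 2293, and 525 had an unadjusted p under 0.05. The count depended on single sections, with 12 and 2 called without WT 2, 8 and 2 without WT 3, 42 and 35 without D2-mdx 3, 95 and 23 without D2-mdx 4, and 128 and 286 without D2-mdx 1. DESeq2 called 7 and 0. With classes set after thinning, an alternative added after the data were seen, all 5 D2-mdx sections entered and 2462 and 1977 genes of 11804 were called, with Postn at 4.23, Apoe at 2.90, Fn1 at 1.98 and Mmp12 at 7.04 ± 0.39. The thinned distant class held 1450 D2-mdx spots, more than the 944 gal-3lo spots in all. It therefore includes spots with more Lgals3 UMIs before thinning, and its values do not describe tissue outside lesions alone.

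Across spots within D2-mdx sections, Lgals3 varied with macrophage and matrix genes. In the same spot the mean Spearman rho was 0.62 ± 0.03 with Spp1 (SD, n = 5), 0.55 ± 0.06 with the macrophage marker Cd68, 0.54 ± 0.04 with Fn1, 0.42 ± 0.04 with Gpnmb, 0.36 ± 0.14 with Col1a1, 0.19 ± 0.08 with Pdgfra, 0.11 ± 0.05 with Folr2 and -0.20 ± 0.07 with Myh4. In WT 2 and WT 3 the rho with Spp1 in the same spot was 0.0323 and 0.0490. There 1306 of 1438 and 1389 of 1497 spots held 0 Lgals3 UMIs, which leaves little room for a correlation, so these values do not show its absence. With the mean of the touching spots the D2-mdx mean was 0.61 for Spp1, 0.63 for Cd68, 0.56 for Fn1 and 0.32 for Pdgfra. The sign was shared by all 5 sections in these relations, except for Folr2 in touching spots, and the exact sign-flip test gave p = 0.0625, the smallest 5 sections allow, or 0.0694 adjusted over 30 relations. The endothelial gene Pecam1 had a mean rho near 0 in the same spot (-0.02 ± 0.06, exact sign-flip p = 0.438, adjusted p = 0.453).

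The cardiotoxin sections, 1 per day and so without a test, showed successive waves against the mean of the WT sections. At day 1 the neutrophil, monocyte-derived macrophage and chemokine lists had the highest medians (log2 ratios of 5.41, 4.85 and 4.71), with the neutrophil protein gene S100a8 at 578 CPM (2.42 in WT) and the chemokine Cxcl2 at 106 CPM, 5928-fold above its single WT UMI (counting interval 1005 to 221560). The neutrophil list fell to 3.09 at day 3 and 0.93 at day 5. The day 5 value covers 3 genes and lay at percentile 38.0 among the matched random lists, whose median was 1.10. Lgals3, Spp1, Gpnmb and the pan-macrophage list were highest at day 3. Lgals3 reached 1213 CPM (315 at day 1, 771 at day 5, 5.32 in WT), Spp1 1463 (289 and 253, 6.41 in WT) and Gpnmb 441 (16.98 and 222), at least 7812-fold above WT. The pan-macrophage list had medians of 3.47, 5.35 and 4.85. The monocyte-derived macrophage list, already high at day 1, was also highest at day 3 (6.27, and 5.13 at day 5). Matrix and regeneration genes were highest at day 5, with Postn at 1663 CPM (15.4 and 380 before, 10.9 in WT), Col1a1 at 1446, Myh3 at 1717 and the fusion gene Mymk at 296. The regenerating fiber list rose from 0.19 to 2.59 and 5.61, and fibrillar matrix genes from -0.05 to 2.28 and 2.76. At day 1 these lists lay at percentiles 3.65 and 0.38, below random medians of 0.69 and 0.54. MHC class II genes also rose until day 5 (2.47, 4.07 and 4.71). Mmp12 stayed at 2.45 to 26.0 CPM, below the 91.4 to 185 CPM of the D2-mdx sections.

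**Figure D5:**
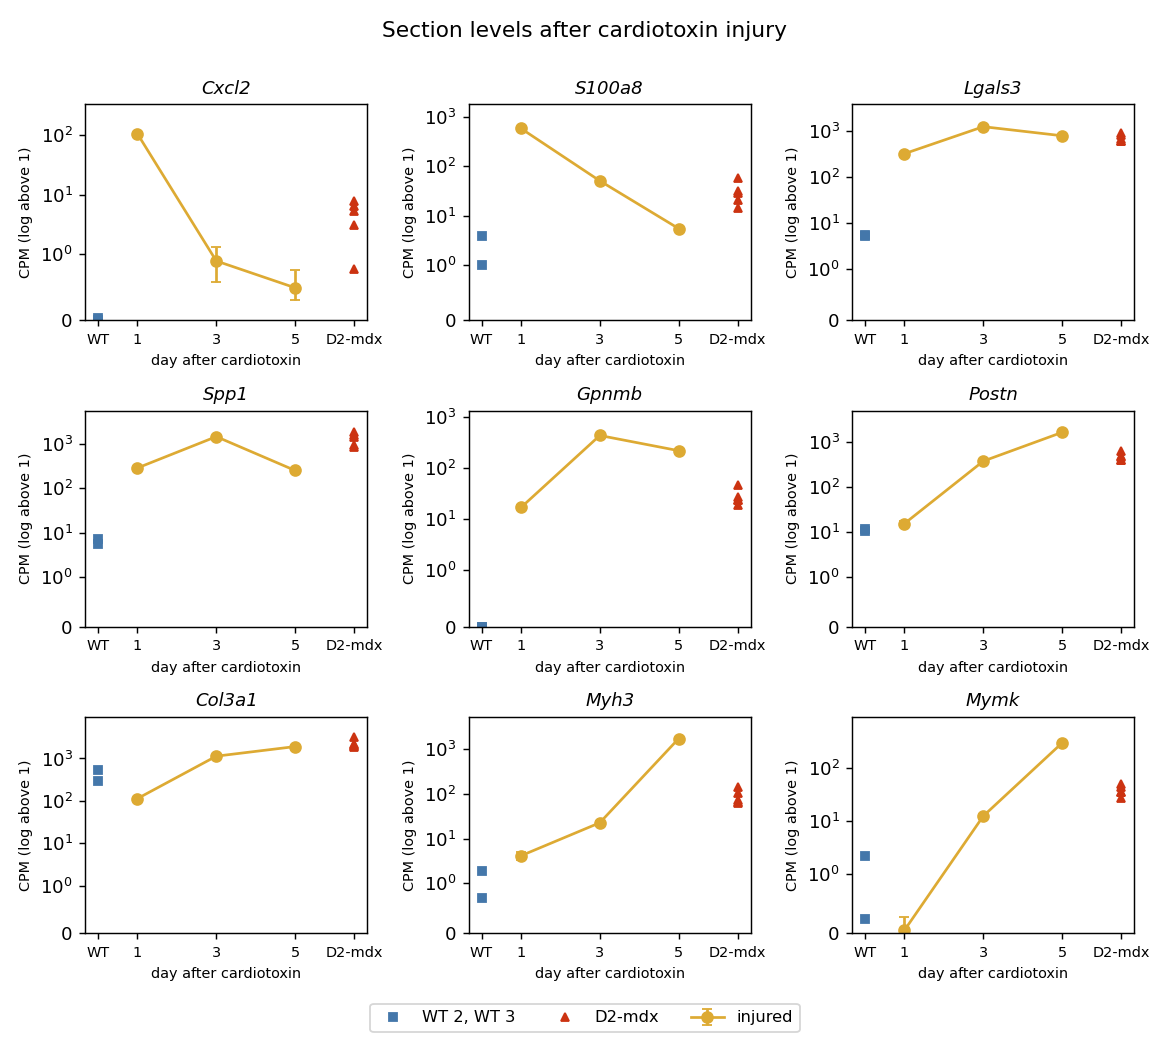
CPM of 9 genes (log axis above 1) in WT 2 and WT 3 (squares), the sections from days 1, 3 and 5 after cardiotoxin (line, with Poisson 95% intervals for counting error) and the 5 D2-mdx sections (triangles). Among the injured sections Cxcl2 and S100a8 are highest at day 1, Lgals3, Spp1 and Gpnmb at day 3 and Postn, Col3a1, Myh3 and Mymk at day 5.

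Within injured sections, gal-3hi over gal-3lo spots gave Spp1 ratios of 14.9, 37.8 and 10.9 at days 1, 3 and 5 (counting intervals 13.8 to 16.1, 34.1 to 41.9 and 8.86 to 13.6). Col1a1 ratios were 2.02, 8.73 and 4.52, Folr2 ratios 2.63, 6.75 and 2.89, and Myh4 ratios 0.582, 0.175 and 0.285. With classes set after thinning, the Spp1 ratios were 39.0, 6.204 and 2.60, so the order of the days depends on how spots are classed. Col1a1 ratios were then 1.73, 2.39 and 0.937, with day 5 reversed.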

Values the study reported

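The study classed Visium spots of D2-mdx muscle by Lgals3, with at least 3 UMIs for the high class and at most 1 for the low class. Its heat map held 569 high and 676 low spots from D2-mdx muscle, and it reported 1365 genes up and 125 down in the high class at a fold of at least 1.5 and a false discovery rate below 0.01. It described Lgals3 and Spp1 as more than 30-fold and more than 25-fold higher.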

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

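The tests chosen only after the result had been seen were that of fiber loss for Opn1mw, the draw of gal-3lo spots without matching depth and the use of list medians against depth. Of 83 groups of 5 D2-mdx values screened for a section far from the others, 7 stood out, and chance alone singles out about 1 in 20. Each is given as the gap to the nearest section over the whole range. In 5 of the 7 the section was D2-mdx 1. There Col3a1 reached 3127 CPM against 2209 in the next section (0.730), and Spearman rho of Lgals3 stood apart with Cd44 in touching spots (0.656 against 0.563, 0.768), with Myh4 in the same spot (-0.328 against -0.175, 0.887) and in touching spots (-0.301 against -0.152, 0.753), and with Pecam1 in touching spots (0.197 against -0.029, 0.881). Pdgfra was lowest in D2-mdx 4, at 32.2 CPM against 37.2 (0.803), and the log2 difference of Mmp12 between spot classes was lowest in D2-mdx 2, at 1.82 against 2.69 (0.771). No explanation was tested for these sections.

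The first pattern weighed was the large number of genes that differed between gal-3hi and gal-3lo spots. Of 100 splits of the 10 summed profiles, 1, the real one, gave as many calls (3631 against 1557 for the highest other), but most of the 100 leave both profiles of some sections together, and the 16 splits that part all 5 sections are too few for a share under 0.05 (the 11 others of these that were run gave 0 calls). Fewer fiber transcripts alone would raise other cell types alike, but endothelial, mural and Schwann cell markers together had a median log2 change of -0.39 by TMM. TMM can remove a shift common to most genes. By library totals their separate medians were -0.07, -0.04 and -2.05, against 1.54 for pan-macrophage genes. Both scales argue against fewer fiber transcripts as the whole cause. With gal-3lo spots matched in depth 60.1% of the calls were kept (2184 of 3631, against 1038 of the 3631 kept with equally few spots drawn without matching). The 60.1% lies between the marks set beforehand for and against depth and so decides nothing. Depth as the whole cause is argued against by the lists, since with depth matched all 10 gal-3+ macrophage genes were called (median 1.996 against 1.84) and so were all 13 pan-macrophage genes (1.73 against 1.29). The matched class was small, from 5 spots in D2-mdx 1 to 190 in D2-mdx 4. Depth may still contribute for single genes, such as Utrn (-0.49, and -0.02 with depth matched). The biological explanation, a lesion environment rich in macrophages, was not tested apart from these. For adjacent against distant gal-3lo spots, 3 of 10 splits gave as many calls (16 against 166 for the highest other), and 10 splits are too few for a share under 0.05.

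The second pattern was the low Gpnmb of D2-mdx lesions relative to Lgals3. Gpnmb per Lgals3 was 0.0285 to 0.0509 in D2-mdx sections and 0.0539, 0.364 and 0.288 at injury days 1, 3 and 5. Fewer gal-3+ macrophages per Lgals3 transcript would lower the other genes of the list alike, but their median quotient of D2-mdx over injury days 3 and 5 was 0.839 against 0.119 for Gpnmb. The other genes did not move together, from 0.606 for Ctsd to 8.25 for Ctsk, so Gpnmb was not the only gene out of step. Injury day 1, where Gpnmb per Lgals3 lay near the D2-mdx values, is not part of the quotient. A candidate explanation is strain, because DBA/2J mice are known to carry a premature stop variant in Gpnmb, which could lower its transcript. It could not be tested, since 0 features of the matrices hold the strain marker chosen for the purpose, and strain, slide set and kind of damage cannot be told apart.

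The third pattern was the loss of Opn1mw, an X-linked opsin gene (chromosome X, 74127464 to 74150760), which fell by 7.72 on the log2 scale in D2-mdx sections (SE 0.19; 0.188 against 37.6 CPM). It was the largest fall named by the rule for genes. Loss of the fibers that express it would leave it in intact tissue, but D2-mdx spots with 0 Lgals3 UMIs held 0.215 CPM (1 UMI of 4648476) against a WT mean of 25.3 CPM, which argues against fiber loss. An X segment from the donor strain of the mdx allele, which may travel with Dmd, stays open. The injured sections, whose strain is unknown, reached at most 0.110 of the lower WT section, but up to 0.629 in day 5 spots with 0 Lgals3 UMIs, so they do not decide it.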

How the results depend on the processing

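Alternatives chosen only after the data had been seen were the distant-spot genotype comparison with thinned classes, the adjacent comparison without D2-mdx 1, folds within each image-scale set, and gal-3lo spots drawn without matching depth. The cause was not tested for any change below, except where an alternative removes spots or sections by construction. For Lgals3-high versus Lgals3-low spots (gal-3hi and gal-3lo, 3631 calls), thinned classes gave 7776 and the unmatched draw, with fewer spots, 1076. Leaving out each section gave 2605 to 3649. Myh3 reversed with thinned classes (-0.25), and Hba-a1 (0.54) and Hbb-bs (0.34) with the unmatched draw. Of the values for single genes in this comparison, 1103 kept direction and side of the threshold, 55 lost their call and 5 gained one.

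For adjacent against distant gal-3lo spots (16 calls), library totals gave 0 (573 at an unadjusted p under 0.05 by edgeR), DESeq2 gave 3, distant spots at 2 steps gave 40 and at 4 steps 0 (376 at an unadjusted p under 0.05), and thinned classes 2130. Leaving out each section gave 0 to 17. With thinned classes Fn1 (0.66), Col1a2 (0.33), Myh4 (-0.33), Ccdc91 (-0.0726), Gm34302 (-0.0734), Mbp (-0.51), Tpm3 (-0.0636), Eln (-0.11) and Tnnc1 (-0.12) reversed. Mbp also reversed with classes of 5 or more against 0 UMIs (-0.69) and with distant spots at 2 steps (-0.54).

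For D2-mdx versus WT whole sections, 1163 values of single genes kept direction and call, Utrn reversed by library totals (0.69) and mean CPM over spots (0.68), and Myh4 by library totals (0.0154). WT and D2-mdx share only the replicate numbers 2 and 3. Deviations from the group means correlated at 0.32 and 0.22 for these pairs, but all 5 D2-mdx sections correlated positively with the WT section of their own image set (0.0646 to 0.348), so pairs with a shared number did not stand apart. The other correlations are these with the sign turned, since 2 WT sections deviate in opposite directions. With the image set as a covariate, 4483 genes were called higher and 4021 lower. With the replicate block, 7093 genes were called against 8031.

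For D2-mdx versus WT, Lgals3-low spots only (distant spots, 284 calls), library totals gave 466, DESeq2 7, the image set as a covariate 177, all gal-3lo spots 3672 and thinned classes 4439. Leaving out each section gave 10 to 414. With all gal-3lo spots Mbp (1.15) reversed. The replicate block could not be fitted here.

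With an estimated correlation, lists called fell from 21 to 6 for gal-3hi against gal-3lo spots and to 0 in the other comparisons. fry called 0 for adjacent spots, 30 for whole sections and 7 for distant spots. The rho of Lgals3 with Pecam1 in touching spots reversed after thinning (-0.0035), with Pearson correlation (-0.0099) and without D2-mdx 1, in a range of -0.0404 to 0.0237 on leaving out each section. Injured Spp1 ratios at days 1, 3 and 5 were 39.3, 199 and 34.5 against WT 2 alone and 52.7, 267 and 46.3 against WT 3 alone. With thinned classes the injured gal-3hi over gal-3lo Spp1 ratios were 39.0, 6.204 and 2.60, and at day 5 Postn (0.841), Col1a1 (0.937) and Pecam1 (0.876) reversed. The difference in shares of gal-3hi spots kept its direction in all 12 alternatives, from 6.63 to 68.8 percentage points. In the simulated adjacent comparison, 4.94% of 2-fold changes were called, so changes of that size could be missed at its depth, spot number and section number.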

Other observations

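The comparison of image sets for mitochondrial transcripts was chosen only after its result had been seen. Mitochondrially encoded transcripts made up 12.4 to 15.3% of UMIs in D2-mdx and 26.3 and 29.4% in WT sections. Their share was lower in all 5 D2-mdx sections than in the WT section of the same image set, which argues against a slide difference. Their median log2 change minus that of fast fiber genes was -0.90, which argues against a smaller share of fiber transcripts as the whole cause. Nuclear oxidative phosphorylation genes had 0.645 of the median change of the mitochondrial transcripts by TMM but 0.357 by library totals, so whether a lower content of mitochondrial genes in fibers contributes stays open.

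Transcripts of Bc1, a small neuronal RNA, Gm8797 and Ccdc36 set the injured sections apart from WT and D2-mdx sections alike, and were named by their small ratios. Bc1 stood at 4.23, 4.92 and 4.65 CPM at days 1, 3 and 5 against a WT mean of 922 CPM, and was not called between D2-mdx and WT (0.08, adjusted p = 0.645). Gm8797 stood at 5.63, 2.48 and 1.08 CPM against 238 and was not called there either (-0.11, adjusted p = 0.833). Ccdc36 stood at 0.289, 0.323 and 0.197 CPM against 120, and was also lower in D2-mdx than in WT sections, but by less (-0.56, adjusted p = 0.0362). Gm42418 made up 1.22 to 2.08% of UMIs in injured sections and 0.0982 to 0.263% in the others. No cause was tested, and ratios of injured to WT sections may hold differences other than injury, as the Spp1 ratio of 199 or 267 at day 3, by WT section, shows for the reference alone.

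The present spot classes held 3578 gal-3hi spots, more than the study's heat map held. The study states that all spots of a section were analysed, so the difference was not resolved. At the study's thresholds 279 genes fell, more than the study counted, and 982 rose, fewer than it counted. The unit tested here was the section and the study names no test for its comparison of spots, so the counts rest on different designs. Spp1 differed by 2.53 on the log2 scale between the spot classes here. That is a smaller change than the study gives, and how the study averaged spots is not stated.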
